A study of Homo sapiens with 22 samples.

How the data were processed

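The samples were chromatin immunoprecipitation sequencing (ChIP-seq) libraries of hTERT RPE-1, a telomerase-immortalised human retinal pigment epithelial cell line. The labels name 22 samples, of which 12 were immunoprecipitations with a peak list and 10 were inputs. The inputs had no list and were not analysed on their own. CTCF and WAPL were precipitated from wild-type cells, and the other proteins from 2 clones in which NIPBL carries an FKBP12-derived degron tag, a domain that makes the protein degradable by the small molecule dTAGV-1. In clone A2 the tag is preceded by mCherry and in clone D7 by mGreenLantern. Every group held 1 library. The clones differ in their reporter and were treated as separate groups, never as replicates of each other. RAD21 was precipitated in each clone after 24 h in DMSO, the solvent control, and after 4 h and 24 h in dTAGV-1. Per the labels, these libraries and PDS5A carried mouse NIH/3T3 chromatin as a spike-in of about 10%, and the cells were cycling without synchronisation. A spike-in factor was not used here, so a change in total occupancy that left the peak calls in place would not be seen.

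The deposited files were peak lists in narrowPeak layout with no header. The first columns give the chromosome, the start and the end, and the last gives the offset of the summit. The score column was, in 11 of the 12 lists, 10 times the −log10 q of the peak cut to a whole number, as the authors deposited it; in the remaining list 5 peaks departed from that. The signal column held the fold enrichment of the summit over the local background, as a ratio the authors deposited, and the other columns held the −log10 of p and the −log10 of q as the authors deposited them. Names in the files carry a value of 0.001 for CTCF and of 0.01 for the other lists, which the lowest deposited −log10 q of each list met, so CTCF was called at a stricter q. Each list named 1 immunoprecipitation, so peaks were called per library and not on pooled libraries. Neither the labels nor the files state the aligner, the peak caller, the filters or the genome build. Per the labels' protocols, CTCF libraries were size-selected and made with another kit than the rest, and HA chromatin was fixed with a protein crosslinker before formaldehyde, while the other chromatin was fixed with formaldehyde alone. A fold enrichment, score or q is the authors' value for a peak and was used only to describe, rank or filter peaks within its own list.

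None of the 12 lists held a chromosome other than 1 to 22 and X, and the HA list held peaks on 20 of these. There were 0 duplicated intervals and 0 overlapping peaks within a list. Peaks of different lists were compared by overlap of at least 1 bp. Shares carry a 95% Wilson interval and differences of shares a 95% Newcombe interval. These intervals cover counting error only: peaks of one list are not replicates, and with 1 library per group no p-value was computed for a difference between groups. The overlap that placement alone gives was taken from 100 seeded circular shifts of a list along each chromosome. A RAD21 peak was called CTCF-overlapping when it overlapped a peak of the wild-type CTCF list, and CTCF-free otherwise.

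Read totals were not part of the files. The fold and the −log10 p of a summit together fix its pileup and its local background under a Poisson model with 1 added to both terms of the ratio. Solving for them gave whole pileups for 100% of the peaks with a −log10 p under 250 in 11 lists, and for 0 of the 230 HA peaks. The lowest local background of a list is the average pileup over the genome and served as its depth. It scales with the number of reads and with the fragment length. Equal depth below means equal background pileup, which does not equate read numbers where fragment lengths differ. For it, the summit pileups of the 6 RAD21 lists were thinned at random to the lowest background among them, 1.87, and kept at a −log10 p of at least 4.30.

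The gene table is a RefSeq table of GRCh38.p14 and gives no strand or exons. Transcription start sites, the feature planned, were therefore replaced by either end of a protein-coding gene, with 19974 genes used. A peak lay at a gene end when its summit was within 1 kb of one. As the files name no build, the table was tested against the summits: of 259942 RAD21 and CTCF summits, 13.1% lay within 1 kb of a gene end, against 3.86% to 4.70% after displacements of 5, 10 and 50 kb in either direction. Peak coordinates are given as in the files, counted from 1, and gene names come from the GRCh38.p14 table.

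The peaks named in the text follow a fixed rule. They are the 2 clone D7 DMSO RAD21 peaks with the highest fold that also lay in the clone A2 DMSO list and in none of the 4 dTAGV-1 lists, the 2 with the highest fold that lay in all 6 RAD21 lists, the 3 HA peaks with the highest fold, and the STAG1-only and STAG2-only peak with the highest fold.

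The comparisons, the rule for named peaks and a first set of alternatives were fixed before the data were examined. These alternatives were a −log10 q of at least 10 in every list, lists of equal length, an overlap of at least 50% of the shorter peak, summits at most 200 bp apart, the upper 50% of the CTCF peaks by −log10 q, and a retention difference matched on 10 deciles of fold enrichment. Equal depth, lists no longer than the WAPL list and a gene-end window of 2.5 kb were added after the data had been seen. Counting every listed interval, or all chromosomes named in the files, gave the same sets of peaks.

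The overlap counts and the thinning were tested on simulated data. In a copy of the clone A2 DMSO list of 39713 peaks with 200 removed and the rest moved by up to 50 bp, 200 were counted as lost. A retention difference set to 50 points in that list came out at 50.7 points. For 362 peaks of chromosome 21, the 3 overlap rules gave 0 differences from a direct count. Whole pileups were recovered for 100% of 19030 simulated summits. Of 20000 simulated sites, 9160 passed the threshold when thinned to 50% depth and 9210 when drawn at that depth. These sites had fixed positions and were not limited to called peaks. A bias from thinning only called summits, by unequal amounts, would not show in them. The clone D7 lists were thinned to 62.4% in DMSO and 46.2% at 4 h. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.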

Results

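Peaks of cohesin, of its regulators and of CTCF were compared in hTERT RPE-1 cells to ask where cohesin lies on chromatin and how that depends on NIPBL, the protein that loads cohesin and drives its translocation. RAD21 is the kleisin subunit of cohesin, STAG1 and STAG2 are its alternative accessory subunits, PDS5A and WAPL regulate its release, and CTCF is the zinc-finger protein at which cohesin is retained. An HA antibody was used in clone A2; the labels do not state which protein carries the HA epitope. Each protein and condition had 1 library, so no difference below has a replicate check, and the intervals given are 95% Wilson intervals for counting error unless stated otherwise.

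The CTCF list of wild-type cells held 59138 peaks. In clone A2, RAD21 had 39713 peaks in DMSO, 25763 after 4 h of dTAGV-1 and 28589 after 24 h. In clone D7, RAD21 had 37566 peaks in DMSO, 39059 after 4 h and 30114 after 24 h. STAG1 had 26879 peaks, STAG2 22518 and PDS5A 28887, all in clone D7. WAPL had 2667 peaks in wild-type cells and HA had 230 in clone A2. At a −log10 q of at least 10, HA was left with 77 peaks and PDS5A with 18883. Median peak width ran from 336 bp for WAPL to 727 bp for CTCF.

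The libraries differed in depth, measured as background pileup. The pileup recovered from the lists was 13.4 for CTCF, 1.77 for STAG1, 3.14 for STAG2, 2.76 for PDS5A and 2.97 for WAPL. For RAD21 in clone A2 it was 1.87 in DMSO, 3.16 at 4 h and 2.83 at 24 h. For RAD21 in clone D7 it was 3.00 in DMSO, 4.05 at 4 h and 3.07 at 24 h. In both clones the DMSO library therefore had the lowest background pileup of its 3 RAD21 libraries. No pileup was recovered for HA, so its depth is unknown.

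Degradation of NIPBL was followed through the number of RAD21 peaks. In clone A2 the ratio to DMSO was 0.649 at 4 h and 0.720 at 24 h. In clone D7 it was 1.04 at 4 h and 0.802 at 24 h. The clones thus moved in opposite directions at 4 h and in the same direction at 24 h. The clone D7 ratio at 4 h fell to 0.923 at a −log10 q of at least 10 and to 0.932 at equal depth, so its direction depended on the threshold and on the depth. At equal depth the other ratios were 0.639 and 0.703 in clone A2 and 0.807 in clone D7 at 24 h.

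**Figure D1:**
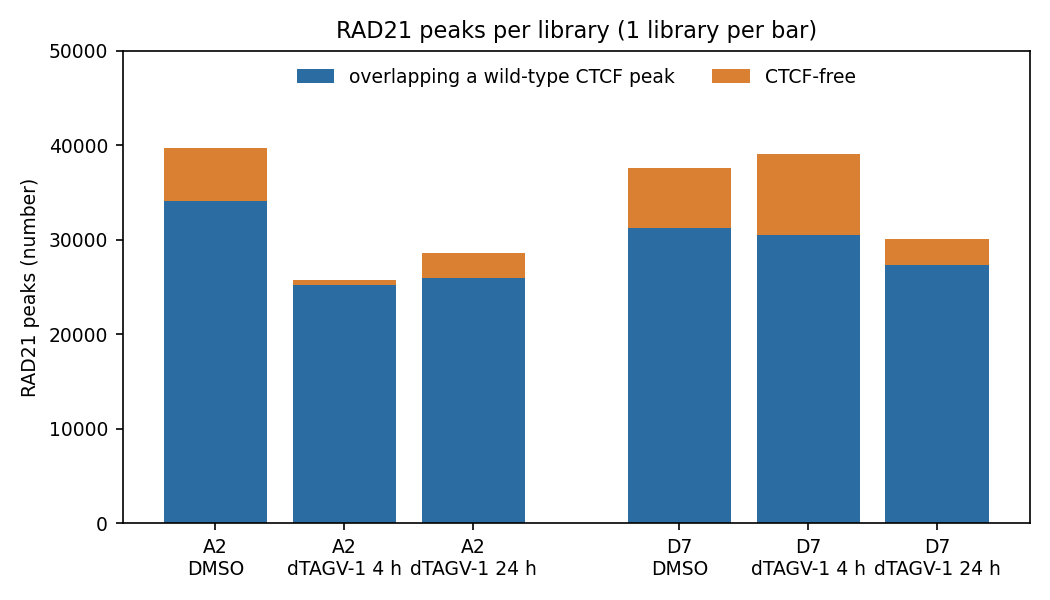
Number of RAD21 peaks in each library (vertical axis) for clones A2 and D7 in DMSO and after 4 h and 24 h of dTAGV-1, with the part overlapping a wild-type CTCF peak in blue and the CTCF-free part in orange. CTCF-free peaks fell from 5604 to 548 at 4 h in clone A2 and rose from 6356 to 8516 at 4 h in clone D7, each bar being 1 library at its own depth; the clone D7 rise became a fall at equal depth, from 5341 to 5037, and at a −log10 q of at least 10, from 2455 to 2065.

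Of the clone A2 DMSO peaks, 62.2% (61.7 to 62.7) were retained, meaning overlapped by a peak of the treated list, at 4 h and 64.0% (63.5 to 64.5) at 24 h. Of the clone D7 DMSO peaks, 80.0% (79.6 to 80.4) were retained at 4 h and 68.8% (68.3 to 69.2) at 24 h. Random shifts gave 1.13% and 1.36% in clone A2 and 2.05% and 1.48% in clone D7. As a level for libraries without degradation, 80.5% (80.1 to 80.9) of the clone A2 DMSO peaks lay in the clone D7 DMSO list, and 84.4% (84.1 to 84.8) of the clone D7 DMSO peaks lay in the clone A2 DMSO list. Retention in clone A2 at both times and in clone D7 at 24 h was thus below the overlap of the untreated clones, while retention in clone D7 at 4 h was closer to it. At equal depth, retention in clone D7 at 4 h was 77.2%, and the share of clone D7 DMSO peaks in the clone A2 list was 86.3%. Lists of equal length were cut to the shortest list of each comparison, and these lengths differed. Retention used 25763 peaks per list in clone A2 and 30114 in clone D7, the overlap of the untreated clones 37566. The order of retention and that overlap can therefore not be read at equal length. Retention in clone A2 at 4 h moved most, to 87.4%, and was 80.9% at 24 h. In clone D7 it was 83.9% at 4 h and 79.0% at 24 h. In the untreated clones, 82.6% of clone A2 DMSO peaks lay in the clone D7 list and 82.1% the other way.

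Peaks called after dTAGV-1 and absent from the DMSO list made up 3.64% (3.42 to 3.88) of the clone A2 list at 4 h and 10.8% (10.5 to 11.2) at 24 h. In clone D7 they made up 22.7% (22.3 to 23.1) at 4 h and 13.5% (13.1 to 13.9) at 24 h. The clone D7 share at 4 h fell to 12.2% at a −log10 q of at least 10. Of these additional peaks, 40.8% overlapped CTCF in clone D7 at 4 h, against 75.7% in clone A2 at 4 h, 55.0% in clone A2 at 24 h and 74.1% in clone D7 at 24 h.

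RAD21 peaks at CTCF sites and elsewhere were retained to different degrees. In clone A2, 71.5% (71.1 to 72.0) of CTCF-overlapping DMSO peaks and 5.19% (4.64 to 5.80) of CTCF-free ones were retained at 4 h, a difference of 66.4 points (Newcombe interval 65.6 to 67.1). At 24 h the shares were 71.0% and 21.4%, a difference of 49.7 points (48.5 to 50.8). In clone D7 they were 86.1% and 50.3% at 4 h, a difference of 35.8 points (34.5 to 37.1), and 77.5% and 25.8% at 24 h, a difference of 51.7 points (50.5 to 52.8). CTCF-free peaks were concentrated among weak peaks, which were retained less often in both classes. Matched on deciles of fold enrichment in the DMSO list and weighted by the number of CTCF-free peaks in each, the difference was 9.08 points in clone A2 at 4 h, 6.41 at 24 h, 10.6 in clone D7 at 4 h and 17.1 at 24 h. The weighting rests mostly on the weakest deciles, where in clone A2 at 4 h few peaks of either class were retained, 4.81% of CTCF-overlapping and 1.60% of CTCF-free peaks in the lowest. In decile 4 of the same comparison the shares were 44.1% (42.5 to 45.7) and 20.8% (16.4 to 25.9). The order was not the same in every decile: in clone A2 at 24 h, decile 4 had 51.8% (50.2 to 53.4) of CTCF-overlapping and 56.3% (50.4 to 62.0) of CTCF-free peaks retained.

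**Figure D2:**
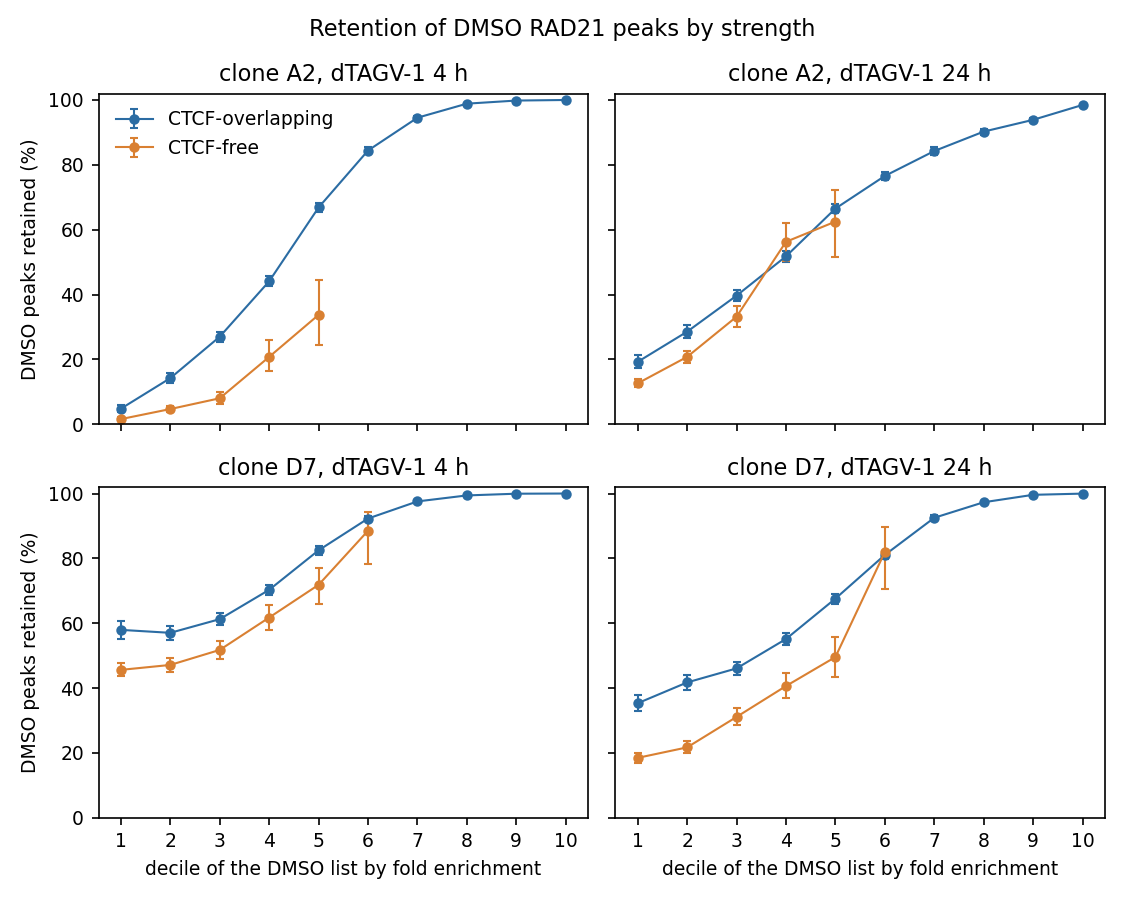
Share of DMSO RAD21 peaks retained after dTAGV-1 (vertical axis, percent, with 95% Wilson intervals) by decile of the DMSO list by fold enrichment (horizontal axis, 10 being the strongest), for CTCF-overlapping and CTCF-free peaks, in 1 panel per clone and time; classes with fewer than 20 peaks in a decile are not drawn. Retention rose with strength in every panel except for a dip between the weakest 2 deciles of CTCF-overlapping peaks in clone D7 at 4 h, from 58.0% (55.3 to 60.6) to 57.0% (54.8 to 59.2), and reached 100% of CTCF-overlapping peaks in the strongest decile at 4 h in both clones.

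Most peaks of every list lay at CTCF sites. The overlap with CTCF was 85.9% (85.5 to 86.2) for RAD21 in clone A2 in DMSO, 97.9% (97.7 to 98.0) at 4 h and 90.7% (90.4 to 91.1) at 24 h. In clone D7 it was 83.1% (82.7 to 83.5) in DMSO, 78.2% (77.8 to 78.6) at 4 h and 90.7% (90.4 to 91.0) at 24 h. The change at 4 h was therefore a rise of 11.98 points in clone A2 and a change of −4.88 points in clone D7. At a −log10 q of at least 10 the clone D7 share went from 92.0% in DMSO to 92.7% at 4 h, so the direction of that change also depended on the threshold. The overlap was 87.7% (87.3 to 88.1) for STAG1, 85.4% (85.0 to 85.9) for STAG2, 74.9% (74.4 to 75.4) for PDS5A, 99.2% (98.8 to 99.5) for WAPL and 67.0% (60.6 to 72.7) for HA. Random shifts gave between 2.05% and 3.23% over these lists. The shares depend on list length: with each list except HA reduced to the strongest 2667 peaks, the length of the WAPL list, the overlap was 100% for RAD21 in all 6 libraries, STAG1 and STAG2, and 99.4% for PDS5A.

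**Figure D3:**
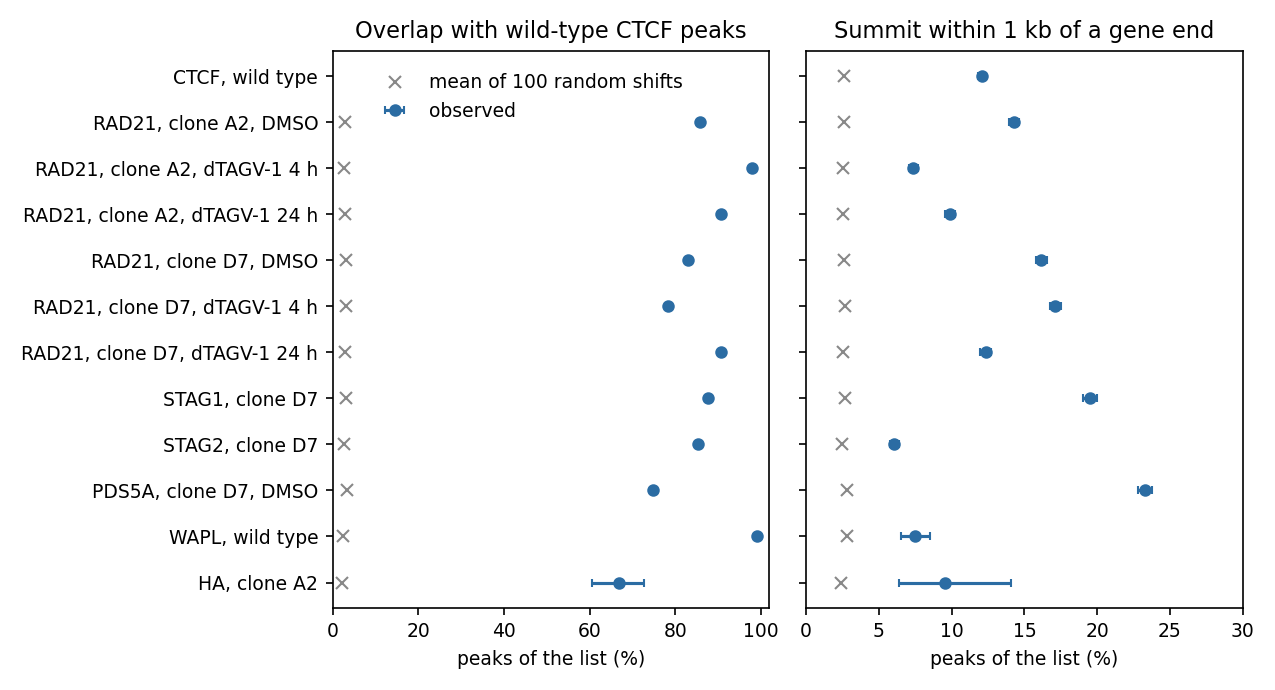
Share of the peaks of each list (horizontal axes, percent) that overlap a wild-type CTCF peak (left) or have their summit within 1 kb of an end of a protein-coding gene (right), with 95% Wilson intervals; crosses mark the mean of 100 random circular shifts. Overlap with CTCF ran from 67.0% for HA to 99.2% for WAPL, and the share at gene ends from 6.06% for STAG2 to 23.3% for PDS5A.

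STAG1 and STAG2 were compared within clone D7, where both lists shared 1 input library per the labels. Of the STAG1 peaks, 58.0% (57.4 to 58.6) lay in the STAG2 list, and of the STAG2 peaks, 69.6% (69.0 to 70.2) lay in the STAG1 list, against 1.03% and 1.24% after random shifts. Equal list lengths gave 65.1% and 65.5%. The STAG1 peaks shared with STAG2 overlapped CTCF in 96.3% (96.0 to 96.6) of 15585 cases. The share was 75.8% (75.0 to 76.6) for the 11294 STAG1-only peaks and 60.9% (59.7 to 62.0) for the 6843 STAG2-only peaks. The order of STAG1-only and STAG2-only peaks changed when the CTCF list was restricted to its upper 50%, with close shares of 48.0% and 48.7%. No interval was computed for that difference. RAD21 peaks of clone D7 in DMSO overlapped 99.1% of the shared peaks, 86.1% of the STAG1-only peaks and 49.3% of the STAG2-only peaks.

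WAPL peaks lay in the DMSO RAD21 lists in 99.1% (98.7 to 99.4) of cases for clone A2 and 98.5% (98.0 to 98.9) for clone D7, against 1.51% and 1.54% after random shifts. PDS5A peaks lay in the clone D7 DMSO RAD21 list in 72.7% (72.2 to 73.2) of cases, against 2.05%. This share rose to 89.6% at a −log10 q of at least 10. The 7880 PDS5A peaks outside that RAD21 list overlapped CTCF in 26.8% (25.8 to 27.8) of cases and the other 21007 in 92.9% (92.6 to 93.3). HA peaks lay in the clone A2 DMSO RAD21 list in 95.7% (92.2 to 97.6) of 230 cases, against 1.33% after random shifts, and in 77.0% of cases when summits had to lie within 200 bp of each other.

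Gene ends, which replaced the planned transcription start sites after the data had been seen, held 12.1% (11.8 to 12.4) of CTCF summits. For RAD21 in clone A2 the share was 14.3% (14.0 to 14.7) in DMSO, 7.37% (7.05 to 7.69) at 4 h and 9.86% (9.52 to 10.2) at 24 h. In clone D7 it was 16.2% (15.8 to 16.5) in DMSO, 17.1% (16.8 to 17.5) at 4 h and 12.3% (11.98 to 12.7) at 24 h. At a −log10 q of at least 10 the clone D7 share went from 13.7% in DMSO to 12.9% at 4 h, the opposite direction. Gene ends held the summits of 5248 of 26879 STAG1 peaks, or 19.5%, and of 1364 of 22518 STAG2 peaks, or 6.06% (5.75 to 6.38). PDS5A had 23.3% (22.8 to 23.8), WAPL 7.46% (6.52 to 8.52) and HA 9.57% (6.40 to 14.1). Random shifts gave between 2.40% and 2.80%. They move peaks over whole chromosomes, and the background near the peaks was higher. RAD21 and CTCF summits displaced by 5 to 50 kb had 3.86% to 4.70%, and the other lists were not displaced this way. A window of 2.5 kb raised every share, to 20.7% for RAD21 in clone A2 in DMSO.

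Named peaks followed the fixed rule, with coordinates as in the files and genes from the GRCh38.p14 table; exon or intron was not analysed here. In all, 2010 clone D7 DMSO RAD21 peaks lay in the clone A2 DMSO list and in none of the 4 dTAGV-1 lists. The strongest of these lay on chromosome 8 from 26373826 to 26374534, with a fold enrichment of 21.6 by the authors' calls, 1506 bp from PPP2R2A and outside any protein-coding gene, and it overlapped CTCF, STAG1 and STAG2 peaks. The next lay on chromosome 12 from 47797246 to 47798140 inside HDAC7, with a fold enrichment of 20.9, and overlapped CTCF, STAG1 and PDS5A peaks but no STAG2 peak. A set of 18921 clone D7 DMSO peaks lay in all 6 RAD21 lists. The strongest were on chromosome 11 from 34173904 to 34175138 inside ABTB2, with a fold enrichment of 204, and on chromosome 1 from 222464894 to 222466030, 56743 bp from the nearest protein-coding gene HHIPL2, with a fold enrichment of 186. Both overlapped a peak of every other list except HA.

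The HA peaks with the highest fold enrichment, 39.0 and 33.5, lay on chromosome X from 52920884 to 52921716, 12799 bp from FAM156B, and from 52934418 to 52935142, 12419 bp from FAM156A. Both overlapped peaks of CTCF, STAG1, STAG2, PDS5A and all 6 RAD21 lists but not of WAPL. The genes beside them are paralogues, and whether reads are shared between near-identical copies there was not analysed here. The next HA peak, with a fold enrichment of 26.9, lay on chromosome 13 from 45278281 to 45278771 inside GTF2F2 and overlapped no peak of the other 11 lists. The strongest STAG1-only peak lay on chromosome 9 from 131738865 to 131740707, 133 bp from RAPGEF1, with a fold enrichment of 66.2. The strongest STAG2-only peak lay on chromosome 14 from 99415474 to 99416339 inside SETD3, with a fold enrichment of 73.7. Both overlapped CTCF and all 6 RAD21 lists.

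As a measure of how complete each list was, strong CTCF sites were taken as the 14785 CTCF peaks in the upper 25% by fold enrichment, a definition chosen after the data had been seen. The share without a peak was 3.09% for RAD21 in clone A2 in DMSO, 12.8% at 4 h and 14.5% at 24 h. In clone D7 it was 5.20% in DMSO, 7.60% at 4 h and 11.2% at 24 h. It was 14.6% for STAG1, 24.6% for STAG2 and 23.6% for PDS5A.

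**Figure D4:**
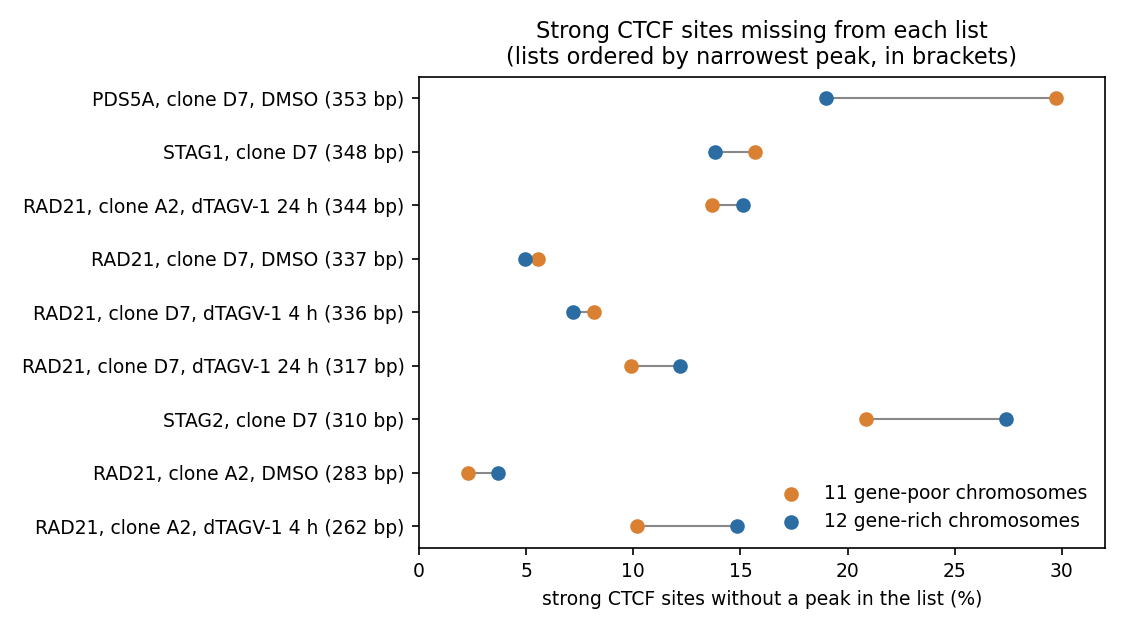
Share of the 14785 CTCF peaks in the upper 25% by fold enrichment that had no overlapping peak in each cohesin list (horizontal axis, percent), on the 11 gene-poor and the 12 gene-rich chromosomes, with lists ordered by their narrowest peak in bp. PDS5A lacked 29.7% of these sites on gene-poor and 19.0% on gene-rich chromosomes, and STAG2 lacked 20.9% and 27.4%.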

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

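The comparison at equal depth, which gives the ratio of 0.932 and the changes of −0.172 and −0.159 points below, and both tests of the distance between the clones were chosen only after the results they bear on had been seen.

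At 4 h of dTAGV-1 the clones moved in opposite directions in 3 measures of the RAD21 lists, and with 1 library per group the difference between the clones was not tested. The ratio of peak numbers to DMSO was 1.04 in clone D7 and 0.649 in clone A2. The share of peaks overlapping CTCF rose by 11.98 points in clone A2 and changed by −4.88 points in clone D7. The share at gene ends changed by −6.94 points in clone A2 and rose by 0.959 points in clone D7. At 24 h all 3 measures moved the same way in both clones.

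For the peak number, unequal depth remains open for the direction. The 4 h library of clone D7 had the highest background pileup of the 6 RAD21 libraries, 4.05 against 3.00 in its DMSO library, at nearly equal narrowest peaks of 336 and 337 bp. Thinned to the lowest background pileup its ratio was 0.932, on the same side of 1 as clone A2. Between the clones the narrowest peaks differ, with 262 bp in clone A2 at 4 h and 283 bp in DMSO, so equal pileup does not mean equal numbers of reads there. Unequal background pileup does not account for the distance between the clones, which stood at 0.932 against 0.639 after thinning. A threshold of −log10 q of at least 10 also put the clone D7 ratio below 1, at 0.923, against 0.753 in clone A2. For the direction in clone D7, a bias along gene density stays open as well. On the 11 gene-poor chromosomes the clone D7 ratio was 1.02, with a 95% interval for counting error of 0.999 to 1.04 that covers both directions, and on the 12 gene-rich ones it was 1.06. The ratio was above 1 on 19 of the 23 chromosomes, so values above 1 were not limited to the gene-rich ones. No interval was computed for single chromosomes, so this count does not settle a bias along gene density. A bias along the gene density of whole chromosomes does not account for the distance between the clones either. The clone D7 ratio was at least 0.973 on each of the 23 chromosomes and the clone A2 ratio at most 0.759. On the gene-poor chromosomes the ratios were 1.02 and 0.667. Chromosomes hold both gene-dense and gene-poor stretches, so this comparison cannot exclude a bias acting within them.

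The opposite changes in the CTCF share and the gene-end share were close to 0 in clone D7 at equal depth. The CTCF share changed by −0.172 points (Newcombe interval −0.702 to 0.358) and the gene-end share by −0.159 points (−0.696 to 0.378). In clone A2 the changes at equal depth were 12.5 and −7.05 points. In clone D7 both intervals cover 0 and exclude the changes of −4.88 and 0.959 points seen without thinning. Opposite changes of that size were thus absent at equal background pileup, and the direction of what remained is open. Thinning also drops weak peaks, as a stricter q does, so these values do not single out depth as the source. For the gene-end share, a library bias along gene density was not tested and stays open. At 4 h the share of strong CTCF sites missing rose with gene density over the chromosomes in clone A2 (Spearman's rho 0.822). In clone D7 it fell (rho −0.674). The DMSO lists leaned the same ways, with rho of 0.716 and −0.367. At a −log10 q of at least 10 both measures moved the same way in the clones. The CTCF share changed by 3.24 points in clone A2 and 0.712 in clone D7, and the gene-end share by −4.005 and −0.795 points. In points, the contrast between the clones was smaller there than at equal depth. The clone A2 CTCF share in DMSO was already 96.3%, which left little room for a rise. In numbers of CTCF-free peaks the contrast remained at the stricter q, from 1172 to 107 in clone A2 and from 2455 to 2065 in clone D7. At equal depth they went from 5557 to 372 and from 5341 to 5037.

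An exchange of the DMSO and 4 h labels in clone D7 was weighed as well. Of the clone D7 24 h peaks, 85.1% lay in the list labelled 4 h and 86.5% in the list labelled DMSO. Neither order decides, since the lists differ in length and depth and a 24 h list need not resemble the 4 h list more than the DMSO list. An exchange and a small response at 4 h cannot be told apart. A slower or less complete loss of NIPBL in clone D7 is a biological explanation that the design names through its clones; it was not tested, since no measure of NIPBL protein was used here.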

How the results depend on the processing

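Equal depth, lists no longer than the WAPL list and all gene-end values were chosen only after the data had been seen. A wider window and a stricter q for transcription start sites, both planned, were not run, since the gene table gives no strand; gene ends took their place. No paired analysis was run, since the clones were treated as separate groups and each group held 1 library. Using the clones as blocks for the RAD21 libraries would have been possible and was not done. Counting all chromosomes or every listed interval gave the same peaks by construction of the files and says nothing about stability. Across the other alternatives, 47 values stayed within their counting interval, or for numbers of peaks and their ratios within 1.5 times, 158 moved by more and 2 changed direction. Unless said otherwise, the cause of a change was not tested. RAD21 libraries are named by clone and time below.

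The ratio of RAD21 peak numbers changed direction in clone D7 at 4 h only, to 0.923 at a −log10 q of at least 10 and to 0.932 at equal depth. The other 3 ratios stayed below 1 under both. Orders and changes worked out from a pair of these values are not in the count above. Of these, the changes from DMSO to 4 h in clone D7 in CTCF overlap and in the gene-end share changed direction at the stricter q, the latter also at equal depth, where it was −0.159 points, within counting error of 0. Retention and the overlap of the untreated clones were cut to different lengths at equal list lengths, so their order there cannot be read. STAG1-only against STAG2-only peaks changed order with the upper 50% of the CTCF peaks. The shares were close there, 48.0% and 48.7%, and no interval was computed for their difference. Overlap with CTCF changed order between STAG1 and STAG2 at the stricter q and with summits within 200 bp. It did so with the upper 50% of the CTCF peaks too. Retention in clone A2 at 4 h against 24 h changed order at the stricter q, at equal list lengths and with summits within 200 bp. The retention difference between CTCF-overlapping and CTCF-free peaks stayed above 0 in both clones and at both times under all its alternatives, from 6.41 points matched on strength to 70.3 at the stricter q.

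At a −log10 q of at least 10, retention was 73.2% (A2 4 h), 70.1% (A2 24 h), 81.0% (D7 4 h) and 72.2% (D7 24 h). The share absent from DMSO was 2.47% (A2 4 h), 8.57% (A2 24 h), 12.2% (D7 4 h) and 13.0% (D7 24 h). The retention difference was 70.3 (A2 4 h), 48.7 (D7 4 h) and 64.1 (D7 24 h) points. Overlap with CTCF was 77.9% (HA), 94.5% (STAG1), 95.01% (STAG2), 96.3% (A2 DMSO), 99.6% (A2 4 h), 96.7% (A2 24 h), 92.0% (D7 DMSO), 92.7% (D7 4 h), 97.6% (D7 24 h), 99.8% (WAPL) and 94.5% (PDS5A). The gene-end share was 11.8% (CTCF), 16.2% (STAG1), 6.40% (STAG2), 10.9% (A2 DMSO), 6.94% (A2 4 h), 9.10% (A2 24 h), 13.7% (D7 DMSO), 12.9% (D7 4 h), 9.77% (D7 24 h) and 20.4% (PDS5A). Pairwise overlap was 83.0% (A2 in D7 in DMSO), 85.9% (D7 in A2 in DMSO), 64.3% (STAG1 in STAG2), 73.1% (STAG2 in STAG1), 99.6% (WAPL in A2 RAD21), 89.6% (PDS5A in D7 RAD21) and 89.6% (HA in A2 RAD21). CTCF overlap of the STAG classes was 99.0% (shared), 86.5% (STAG1-only) and 84.5% (STAG2-only). HA was left with 77 peaks and PDS5A with 18883.

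At equal list lengths, retention was 87.4% (A2 4 h), 80.9% (A2 24 h), 83.9% (D7 4 h) and 79.0% (D7 24 h). The share absent from DMSO was 12.1% (A2 4 h), 18.9% (A2 24 h), 16.0% (D7 4 h) and 20.2% (D7 24 h). The retention difference was 22.2 (A2 4 h), 15.1 (A2 24 h), 32.3 (D7 4 h) and 33.2 (D7 24 h) points. Pairwise overlap was 82.6% (A2 in D7 in DMSO), 82.1% (D7 in A2 in DMSO), 65.1% (STAG1 in STAG2) and 65.5% (STAG2 in STAG1). CTCF overlap of the STAG classes was 88.0% (shared), 45.3% (STAG1-only) and 36.6% (STAG2-only). Here the CTCF list was shortened too where CTCF entered the comparison, which by construction lowers overlap with it. Each comparison was cut to its own shortest list, so the lengths differ between these values.

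With an overlap of at least 50% of the shorter peak, retention was 79.6% (D7 4 h). The share absent from DMSO was 23.1% (D7 4 h). Overlap with CTCF was 87.1% (STAG1), 85.4% (A2 DMSO), 82.6% (D7 DMSO), 77.4% (D7 4 h), 90.3% (D7 24 h) and 73.4% (PDS5A). Pairwise overlap was 80.0% (A2 in D7 in DMSO), 84.0% (D7 in A2 in DMSO) and 71.9% (PDS5A in D7 RAD21). CTCF overlap of the STAG classes was 74.3% (STAG1-only). With summits within 200 bp, retention was 60.8% (A2 24 h), 75.3% (D7 4 h) and 65.2% (D7 24 h). The share absent from DMSO was 4.75% (A2 4 h), 15.6% (A2 24 h), 27.6% (D7 4 h) and 18.7% (D7 24 h). The retention difference was 64.3 (A2 4 h), 44.4 (D7 4 h) and 55.3 (D7 24 h) points. Overlap with CTCF was 52.2% (HA), 81.2% (STAG1), 83.2% (STAG2), 82.1% (A2 DMSO), 95.8% (A2 4 h), 85.7% (A2 24 h), 77.7% (D7 DMSO), 72.6% (D7 4 h), 87.3% (D7 24 h), 97.5% (WAPL) and 64.2% (PDS5A). Pairwise overlap was 74.8% (A2 in D7 in DMSO), 79.0% (D7 in A2 in DMSO), 56.0% (STAG1 in STAG2), 66.8% (STAG2 in STAG1), 98.4% (WAPL in A2 RAD21), 97.2% (WAPL in D7 RAD21), 64.0% (PDS5A in D7 RAD21) and 77.0% (HA in A2 RAD21). Both rules ask more of an overlap by construction.

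With the upper 50% of the CTCF peaks, the retention difference was 60.3 (A2 4 h), 41.8 (A2 24 h), 30.7 (D7 4 h) and 46.6 (D7 24 h) points. Overlap with CTCF was 55.2% (HA), 73.9% (STAG1), 79.3% (STAG2), 66.9% (A2 DMSO), 86.0% (A2 4 h), 73.7% (A2 24 h), 65.7% (D7 DMSO), 59.9% (D7 4 h), 75.1% (D7 24 h) and 59.7% (PDS5A). CTCF overlap of the STAG classes was 92.7% (shared), 48.0% (STAG1-only) and 48.7% (STAG2-only). A shorter CTCF list lowers overlap by construction. Matched on peak strength, the retention difference was 9.08 (A2 4 h), 6.41 (A2 24 h), 10.6 (D7 4 h) and 17.1 (D7 24 h) points. With lists reduced to the length of the WAPL list, overlap with CTCF was 100% for STAG1, STAG2 and the 6 RAD21 libraries and 99.4% for PDS5A.

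At equal depth, retention was 61.6% (A2 4 h), 63.1% (A2 24 h) and 77.2% (D7 4 h). The share absent from DMSO was 3.13% (A2 4 h), 10.0% (A2 24 h) and 17.1% (D7 4 h). The retention difference was 67.3 (A2 4 h), 51.8 (A2 24 h), 44.3 (D7 4 h) and 54.9 (D7 24 h) points. Pairwise overlap was 79.0% (A2 in D7 in DMSO) and 86.3% (D7 in A2 in DMSO). With a window of 2.5 kb, the gene-end share was 18.8% (CTCF), 17.8% (HA), 26.5% (STAG1), 11.2% (STAG2), 20.7% (A2 DMSO), 13.1% (A2 4 h), 15.9% (A2 24 h), 22.7% (D7 DMSO), 23.8% (D7 4 h), 18.8% (D7 24 h), 14.1% (WAPL) and 31.4% (PDS5A). A wider window raises the share by construction.

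Depth limits the direction of the clone D7 ratio at 4 h, as above. In both clones the DMSO library had the lowest background pileup of its 3 RAD21 libraries, 1.87 and 3.00. At equal depth the ratios in clone A2 were 0.639 and 0.703, lower than without thinning, and the clone D7 ratio at 24 h was 0.807, against 0.802. List length and the stricter q moved retention in clone A2 more than equal depth did, and list length and matching on strength did so for its difference by CTCF overlap. The number of HA peaks, 230, limits the precision of every HA share.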

Other observations

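The test of random HA calls and the test of fragment length were chosen only after the results they bear on had been seen.

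The list of clone A2 at 24 h lacked 860 strong CTCF sites, out of the 14785 CTCF peaks in the upper 25% by fold enrichment, that overlapped a peak at 4 h. For these 860 sites, a loss that grows with treatment time in both clones is argued against, since they were missing from the clone D7 list in 21.6% of cases at 24 h but in 34.8% in DMSO and 51.7% at 4 h. This does not extend to the other strong sites. Of the 12026 others that overlapped a clone A2 peak at both times, the share missing from clone D7 grew from 0.407% in DMSO to 0.832% at 4 h and 2.07% at 24 h. Over all 14785 sites the share missing grew with time in both clones, from 3.09% to 12.8% and 14.5% in clone A2 and from 5.20% to 7.60% and 11.2% in clone D7. The 860 sites were also missing from the untreated STAG1 list in 72.0% of cases, against 5.41% for the 12026 others, and from PDS5A in 80% against 17.8%. For the untreated STAG2 list the contrast was smaller, with 30% missing against 14.4%. The 860 were chosen for lacking a peak in a clone A2 list, and the 12026 others for having one at both times. Sites that are easily missed in any list would thus be sorted into the 860, so the contrast cannot single out a shared bias. A bias shared with some libraries that saw no dTAGV-1, STAG1 and PDS5A more than STAG2, stays open for these sites. A change in clone A2 alone between 4 h and 24 h stays open and was not tested.

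Strong CTCF sites missing from a list were spread over the chromosomes in different ways. Over 23 chromosomes, Spearman's rho between the share missing and gene density was 0.716 for RAD21 in clone A2 in DMSO, 0.822 at 4 h and 0.253 at 24 h. In clone D7 it was −0.367 in DMSO, −0.674 at 4 h and 0.686 at 24 h. It was −0.483 for STAG1, 0.799 for STAG2 and −0.881 for PDS5A. Chromosomes are not independent replicates, and these values describe each list. Across the 9 libraries, rho fell as the narrowest peak of the list widened from 262 to 353 bp, with Pearson's r of −0.797 (exact two-sided permutation p of 0.00411, n = 9) and Spearman's rho of −0.867 (permutation p of 0.00451). Both had a Benjamini-Hochberg adjusted permutation p of 0.00676 over the 3 relations computed, the RAD21 libraries alone included. Without the 2 libraries farthest from the median width, r was −0.833. Within the 6 RAD21 libraries r was −0.738 (exact two-sided permutation p of 0.0528, and 0.0528 after adjustment), which does not pass 0.05. The libraries are not fully independent, since STAG1 shares an input with STAG2 and PDS5A shares one with RAD21 in clone D7. As the narrowest peak follows the fragment length in common peak callers, fragment length may shape which strong sites are missed, consistent with r of −0.797. Fragment lengths themselves were not used here, and clone, antibody and treatment vary along with width.

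STAG1-only peaks lay at gene ends in 35.7% (34.8 to 36.6) of 11294 cases and STAG2-only peaks in 2.15% (1.83 to 2.52) of 6843, while shared peaks had 7.82%. The longer STAG1 list is argued against as the whole explanation: at equal list length the shares were 31.6% and 2.14%. A library bias along gene density remains open. STAG1 and the clone D7 DMSO RAD21 list lean one way in the strong sites they lack, and STAG2 and the clone A2 DMSO RAD21 list the other. With a single antibody, peaks found only in the clone D7 DMSO RAD21 list lay at gene ends in 22.3% of cases and those found only in the clone A2 list in 11.2%, the same direction with a smaller split. STAG2-only peaks also overlapped the clone A2 DMSO RAD21 list (66.5%) more often than that of clone D7 (49.3%), although STAG2 was precipitated from clone D7. A different placement of the STAG paralogues is a biological hypothesis that these values do not separate from such a bias.

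HA peaks overlapped CTCF in 67.0% of 230 cases, whereas the 230 strongest RAD21 peaks of clone A2 in DMSO did so in 100% (98.4 to 100). Calls at random places in a weak library are argued against, since 95.7% of HA peaks lay in the clone A2 DMSO RAD21 list, against 1.33% after random shifts. RAD21 peaks of clone A2 overlapped 64.8% (58.4 to 70.7) of the HA peaks at 4 h of dTAGV-1 and 81.7% (76.2 to 86.2) at 24 h. For RAD21 in clone D7 the share was 94.3% (90.6 to 96.7) in DMSO, 89.1% (84.4 to 92.5) at 4 h and 80.9% (75.3 to 85.4) at 24 h. HA peaks lay on chromosome X in 8.70% (5.70 to 13.0) of cases, against 2.69% of the clone A2 DMSO RAD21 peaks. The different fixation of the HA library is confounded with the antibody, and an HA precipitation from cells without the tag was not used here, so a preference of the HA-tagged protein for CTCF-free cohesin sites was not tested.

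CTCF-free RAD21 peaks at gene ends and elsewhere were retained differently in the clones. In clone A2 at 4 h, 2.72% (2.00 to 3.68) of 1472 such peaks at gene ends and 6.07% (5.39 to 6.84) of 4132 elsewhere were retained. In clone D7 at 4 h the shares were 62.4% (60.1 to 64.6) of 1728 and 45.7% (44.3 to 47.2) of 4628. At 24 h they were 16.4% and 23.1% in clone A2, and 29.9% and 24.3% in clone D7. CTCF-overlapping peaks differed between the clones at 4 h too, with 42.5% at gene ends and 75.6% elsewhere in clone A2. In clone D7 these shares were 87.8% and 85.8%. At 24 h CTCF-overlapping peaks went the same way in both clones, 56.9% and 73.0% in clone A2 and 66.1% and 79.3% in clone D7. No explanation was tested for this contrast.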
